A study of Mus musculus with 6 samples. Its data were reported in "Adiponectin in the mammalian host influences ticks’ acquisition of the Lyme disease pathogen Borrelia" (2023).

How the data were processed

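RNA was measured by sequencing in bitten ear skin of female mice with an intact adiponectin gene (WT, n = 3) and of littermates homozygous for a targeted null allele of it (KO, n = 3). Each library came from a skin punch taken where ticks had fed. The genotype of each library was taken from its label. Unbitten skin was not analysed here.

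The authors trimmed the reads and aligned them to the mouse genome (mm10) with STAR. They then quantified transcripts with the expectation-maximization method of Partek Flow, which can divide a read among the genes it fits, and summed them per gene. The deposited values are counts per 1000000 reads (CPM): the authors divided each gene's count by the total of its library and added an offset of 0.0001. The sum of each column, less the offset, was 1000000. The methods of the study name an Ensembl annotation, but 64.2% of the 15600 gene symbols found in RefSeq (GRCm38.p6) had the RefSeq gene start, against 36.1% of the 15313 symbols found in GENCODE M21. Gene positions are those of the deposited table (GRCm38, counted from 1), whose listed ends were lowered by 1. The table held 15667 genes, and none had fewer than 10 implied reads over the 6 libraries. All 6 columns of values were used. The model with which the authors compared the skin libraries is not given in the sources used here, nor is use of read strand in counting, so overlapping genes can share reads. A set of 47 genes had the same 6 values as another gene.

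Library depth was worked out from the lowest values. In each column most low values were multiples of 1 step, the CPM of a single read. Of the values under 20 reads, 91.9% to 92.6% lay within 0.1 of a whole read, and the rest were fractions. Recovered reads are therefore estimates, and a count model was not used as the main test. The implied depth was 4131361, 4915807 and 6065621 reads in WT replicates 1, 2 and 3, and 6591514, 3568510 and 3403705 reads in KO replicates 1, 2 and 3. At these depths 3 reads corresponded to between 0.455 and 0.881 CPM. Ratios and floors from reads cover counting error only.

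Values were analysed as log2(CPM + 0.5) for the 14306 genes with a mean of at least 1 CPM, and 1361 genes were not tested. KO was compared with WT by limma (version 3.58.1 in R 4.3.3; lmFit, and eBayes with a mean-variance trend), two-sided, with no covariate, on all 6 libraries. The Benjamini-Hochberg adjustment was applied over all genes tested. A fold change is on the log2(CPM + 0.5) scale, which understates the change of low genes. The number of genes at an unadjusted p below 0.05 was also counted, since the gene listing of the study gives p-values up to that level and names no adjustment. For 3 against 3 libraries an exact permutation test cannot give a p below 0.1.

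Genes were named by a rule: Adipoq, the 6 genes the study named from these libraries, the 15 genes of a panel of cytokines, chemokines and a receptor, and 5 genes per direction. These 5 were the genes with the largest fold change at an adjusted p below 0.05 whose KO values all lay on the same side of the WT values, filled up with the genes of smallest unadjusted p that met the same condition. Other genes are named as chosen after their values were seen. Gene lists for cell types and responses were written by hand after the text of the study and its gene listing had been read. Of these, 17 lists were tested with limma camera at a preset correlation between genes of 0.01, and with an estimated correlation and fry beside it. A list of genes of the sex chromosomes served only to check the sex of the mice: Xist was at 1365 to 1786 CPM in all 6 libraries. The score of a list is the mean log2(CPM + 0.5) of its tested genes in a library. The study's pathway enrichment was not repeated here. The share of genes at an unadjusted p below 0.05 within 10 Mb of Adipoq was compared with the rest by Fisher's exact test, because the null allele was made in cells of another mouse strain. The main tests, lists, naming rule and most alternatives were fixed before the data were examined. Several tests of the other observations were chosen later, as stated there.

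The limma step was tested on simulated data drawn from the real means and depths for this comparison. With 200 genes changed by 1 on the log2 scale, 14111 genes were tested. Of the changed genes among those tested, 40.6% were recovered at an adjusted p below 0.05, and 5.88% of the calls were false. With a change of 2 and 14140 genes tested, this share was 72.5%, and 4.76% of the calls were false. With no change among 14131 tested genes, 0 were called. In the simulated data 4.58% to 4.80% of unchanged genes reached an unadjusted p below 0.05. For a simulated change of -1 in the adipocyte list the fitted median was -1.08, and 0 other lists of 17 were called. Simulated genes varied independently of each other. The simulation therefore cannot show whether correlation between genes leads to false calls of lists.

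Alternatives were other pseudocounts (0.1 and 2), no filter on low values or a filter at a mean of 5 CPM, rescaling by the median of ratios, quantile normalization, limma without the trend, robust empirical Bayes, an ordinary linear model per gene, array weights, the replicate number as a block, a skeletal muscle score as a covariate, leaving out each library in turn, windows of 5 and 20 Mb, and a minimum absolute log2 fold change of 1. A hair follicle score as a covariate, limma voom on the recovered reads, and a library total without the ribosomal RNA gene Rn45s were added after the data had been seen. Figures were drawn with matplotlib 3.10.9.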

Results

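To describe the transcriptome of the tick bite site with and without adiponectin, a hormone secreted by fat cells, RNA-seq libraries of bitten ear skin were compared between 3 WT and 3 KO mice. Implied depth was 4131361 to 6065621 reads in WT libraries and 3403705 to 6591514 reads in KO libraries. The ribosomal RNA gene Rn45s took 11.4%, 7.99% and 8.09% of the reads in WT replicates 1, 2 and 3, and 10.5%, 10.8% and 9.996% in the KO replicates. No libraries were duplicates, since the chi-square per degree of freedom between pairs was 8.70 to 45.1. Across genes, correlations between libraries of a group (0.890 to 0.972) covered the whole range of those between groups (0.930 to 0.964). Genes are not independent replicates in such a correlation.

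Adipoq, the targeted gene (chromosome 16, 23146536 to 23157968, plus strand), was first examined in every library. Its level was 30.5, 63.7 and 49.6 CPM in WT replicates 1, 2 and 3 (mean 47.9 ± 16.7, SD, n = 3). The KO libraries held 0, 2 and 0 reads at Adipoq, with 0.561 CPM in KO replicate 2. Over each group there were 740 reads in WT and 2 in KO, a ratio per depth of 332 with a 95% exact binomial interval of 91.6 to 2747. The limma log2 fold change was -6.17 (SE 0.41, adjusted p = 0.00322), and all 3 KO libraries lay below all 3 WT libraries. All 6 labels matched the level of the targeted gene. Adipoq was lower in KO under each of the 21 alternatives, and the pseudocount moved its log2 fold change most (-7.94 with a pseudocount of 0.1 and -4.46 with 2). With limma voom on recovered reads the log2 fold change was -7.88 with an adjusted p of 0.488, and without WT replicate 2 it was -5.94 with an adjusted p of 0.0683. Over all its alternatives the adjusted p of Adipoq ranged from 0.000757 to 0.965.

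Next, genes that differed between KO and WT skin were counted. At an unadjusted p below 0.05, 260 genes were lower and 152 were higher in KO skin. Together these 412 genes were 2.88% of those tested, fewer than the 715.3 that 5% of the tested genes would make. After Benjamini-Hochberg adjustment with limma, 1 gene was lower (Adipoq) and 1 was higher (Gm12191), and the next smallest adjusted p was 0.340. The 3 KO values lay wholly above or below the 3 WT values in 1122 genes (7.84%, where chance gives 10%), and 340 of the 412 genes were among these. With the hair follicle score as a covariate there were 572 lower and 299 higher genes, and 9 genes after adjustment. With a minimum absolute log2 fold change of 1 the counts were 50 and 25. The balance of directions depended on the scaling. Of the genes at an unadjusted p below 0.05, 63.1% were lower in KO with the deposited scaling, 50.7% after median-of-ratios rescaling (215 lower, 209 higher) and 45.4% after quantile normalization (193 lower, 232 higher). With Rn45s left out of the library total, 55.1% were lower in KO (225 lower, 183 higher). Single libraries also mattered. Without WT replicate 2 there were 147 lower genes, and 0 genes in either direction after adjustment. Without WT replicate 3 there were 394 lower and 313 higher genes, with 2 lower and 14 higher after adjustment. Without KO replicate 3 there were 89 higher genes.

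Of the genes named by the rule, Gm12191 had the smallest p (chromosome 15, 34440506 to 34443233, minus strand). Its level was 42.2, 41.7 and 42.0 CPM in WT and 148, 128 and 142 CPM in KO replicates 1, 2 and 3 (log2 fold change 1.72, SE 0.10, adjusted p = 0.00322). Without WT replicate 2 the adjusted p was 0.0611, with a log2 fold change of 1.71. It was 0.146 with an ordinary linear model and 0.0963 with the skeletal muscle covariate. Over all its alternatives it ranged from 0.000757 to 0.146. The deposited position of Gm12191 overlaps Rpl30, a gene chosen after its values were seen (34440508 to 34443276, same strand), and RefSeq places Gm12191 on chromosome 11 as a transcribed pseudogene, so its value is uncertain. Adipoq, also among the 5 lower genes of the rule, passed as described above. None of the remaining genes of the rule passed the adjustment. The lower genes were Krt17 (chromosome 11, 100256215 to 100261029), at 825 ± 43.9 CPM in WT and 472 ± 46.1 CPM in KO (log2 fold change -0.81), Tmem254b (chromosome 14, 25923997 to 26207025), at 67.4 ± 11.2 and 22.4 ± 6.44 CPM (-1.59), and Gm9780 and Plac9b (chromosome 14, 25887934 to 26182351). The last pair shared all 6 values, at 28.8 ± 3.97 CPM in WT and 7.57 ± 3.82 CPM in KO (-1.96), and the reads of Tmem254b, Gm9780 and Plac9b can also belong to near-identical copies in the same region. The higher genes were Postn (chromosome 3, 54359267 to 54391041), at 289 ± 60.9 CPM in WT and 601 ± 74.0 CPM in KO (1.07), Rapgef4 (chromosome 2, 71981215 to 72257474), at 9.999 ± 0.682 and 19.2 ± 0.982 CPM (0.91), Fcgbp (chromosome 7, 28071236 to 28120864), at 2211 ± 386 and 3739 ± 93.5 CPM (0.77), and Lrrc8b (chromosome 5, 105415775 to 105490079), at 67.3 ± 8.29 and 98.8 ± 3.82 CPM (0.56; SD, n = 3 for each mean). With the hair follicle covariate Postn (1.20, adjusted p = 0.0265) and Tmem254b (-1.70, adjusted p = 0.0410) passed the threshold in limma. Over their alternatives the adjusted p ranged from 0.0265 to 1.0 for Postn and from 0.0410 to 1.0 for Tmem254b.

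**Figure D1:**
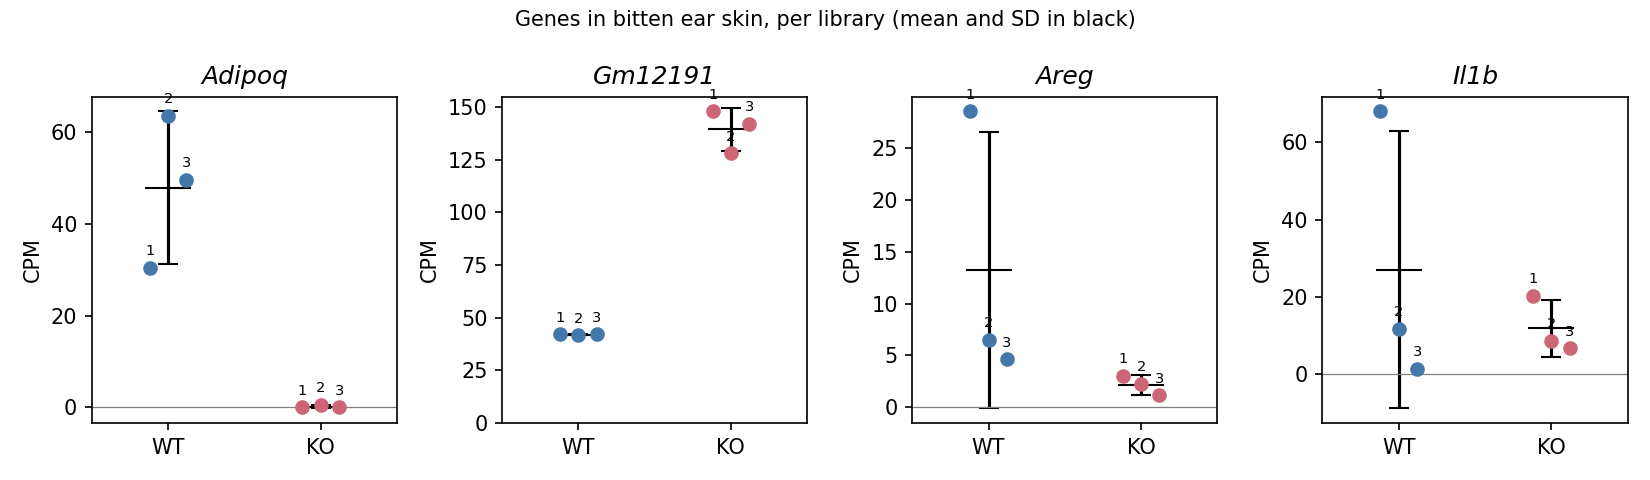
CPM of Adipoq, Gm12191, Areg and Il1b in each library (vertical axes, linear; colored points numbered by replicate), with the group mean and SD in black (n = 3 WT, n = 3 KO). WT and KO points are apart for Adipoq, Gm12191 and Areg and overlap for Il1b, and WT replicate 1 is far above the other WT libraries for Areg (28.6 CPM) and Il1b (68.0 CPM).

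The 6 genes that the study named from these libraries were then compared. All 6 were lower in KO skin. In limma the log2 fold changes were -0.85 for Fosb (chromosome 7, 19302696 to 19310045), -0.34 for Rap1a (chromosome 3, 105727260 to 105801381), -2.00 for Areg (chromosome 5, 91139599 to 91148432), -0.24 for Igf1r (chromosome 7, 67952257 to 68233667), -0.57 for Cd36 (chromosome 5, 17781690 to 17888959) and -0.88 for Cxcr4 (chromosome 1, 128588199 to 128592299). The KO and WT values did not overlap in 5 of the 6, Cd36 being the exception. All 6 passed when adjusted over the list alone (adjusted p = 0.0397 each), which is not independent evidence because the study chose them on these samples. Over all genes tested 0 of the 6 passed (adjusted p = 0.998 each). For Areg the WT values were 28.6, 6.51 and 4.62 CPM and the KO values 3.03, 2.24 and 1.18 CPM, and its log2 fold change was -1.24 without WT replicate 1. That of Fosb was -0.41 without KO replicate 3. The number that passed over the list alone was 0 without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 3, and 3 without WT replicate 3. It was also 0 with quantile normalization or without the trend, 1 with an ordinary linear model and 3 with the hair follicle covariate.

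To see whether transcripts of some of the cytokines and of the receptor assayed in the study differed, a panel of 15 genes was examined. Other proteins of the study's serum array were outside this panel. Of these, 7 were tested and 8 were not analysed here (Il12a, Il12b, Il13, Ifng, Ccl5, Il10, Il4 and Il17a). None of the 7 reached an unadjusted p below 0.05 in limma, so that 0 passed when adjusted over the list alone and 0 over all genes tested, and 0 passed over the list alone under each alternative. The log2 fold changes were -0.09 for Il1b (chromosome 2, 129364578 to 129371139), -0.14 for Tlr2 (chromosome 3, 83836272 to 83841608), -0.14 for Tnf (chromosome 17, 35199367 to 35202007), 0.28 for Il18 (chromosome 9, 50554700 to 50581841), 0.00 for Il6 (chromosome 5, 30013114 to 30019975), -0.10 for Ccl3 (chromosome 11, 83647843 to 83649378) and -0.08 for Tgfb1 (chromosome 7, 25687002 to 25705077). WT and KO values overlapped for all 7. Il1b differed more between WT libraries (68.0, 11.8 and 1.48 CPM) than between the groups (27.1 ± 35.8 in WT and 11.9 ± 7.34 CPM in KO, SD, n = 3 each). Without WT replicate 1 the log2 fold change of Il1b was 1.18. That of Il18 was 0.12, 0.62 and 0.10 without KO replicates 1, 2 and 3. The SE of the log2 fold change in limma was 1.12 for Il1b, 0.79 for Il6 and 0.91 for Ccl3.

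Gene lists of cell types and responses were next tested as sets. With camera at the preset correlation, 9 of 17 lists passed after adjustment over the 17 lists in limma. Lower in KO were the adipocyte list (27 genes, median log2 fold change -0.70, adjusted p = 1.34e-14), the skeletal muscle list (24 genes, -0.51, adjusted p = 1.04e-13), the immediate early genes driven by MAPK signaling (28 genes, -0.43, adjusted p = 1.80e-09), the glucocorticoid response list (16 genes, -0.37, adjusted p = 4.54e-06), the IL-17 response list (17 genes, -0.55, adjusted p = 0.00887) and the endothelial list (17 genes, -0.17, adjusted p = 0.0215). Higher in KO were the hair follicle list (22 genes, 2.51, adjusted p = 1.46e-07), the keratinocyte differentiation list (33 genes, 0.24, adjusted p = 1.15e-10) and the fibroblast and matrix list (20 genes, 0.20, adjusted p = 6.44e-07). None of the 9 held with an estimated correlation between genes or with fry, where 0 of 17 lists passed. The list scores did not overlap between the groups for the immediate early and glucocorticoid lists, whose exact permutation p was 0.1, the smallest that 3 against 3 allows. The adipocyte list had 25 of 27 genes lower in KO but overlapping scores (exact permutation p = 0.2). The adipocyte and immediate early lists each hold 1 of the 6 genes the study named. All lists were written after the study's gene listing from these libraries had been read. Their calls are therefore not independent evidence.

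Some of these calls rested on single libraries. The IL-17 response list was no longer called without WT replicate 1 (median 0.14), WT replicate 2 (-0.37), KO replicate 2 (-0.48) or KO replicate 3 (-0.36), and its median was -0.91 without WT replicate 3. The endothelial list was no longer called without WT replicate 1 (-0.11), WT replicate 2 (-0.17) or KO replicate 1 (0.05), and its median was -0.34 without KO replicate 2 and -0.28 without KO replicate 3. The other 7 were called whichever library was left out. Medians moved, however, to -0.16 for the immediate early list without WT replicate 1, and to -0.34 and -0.78 for the skeletal muscle list without KO replicates 1 and 3. For the keratinocyte list they moved to 0.15 without WT replicate 1, 0.46 without KO replicate 2 and 0.12 without KO replicate 3. For the fibroblast list they moved to 0.31 and 0.12 without KO replicates 1 and 3. For the hair follicle list they moved to 0.93, 1.01 and 5.60 without WT replicates 1, 2 and 3, and to 1.54 without KO replicate 2. The median of the hair follicle list also depended on the pseudocount (3.89 with 0.1 and 1.35 with 2). With the skeletal muscle covariate the medians moved to -0.66 for the immediate early list, -1.36 for the IL-17 list, 0.37 for the keratinocyte list and 0.49 for the fibroblast list. The IL-17 and endothelial lists were also not called with the hair follicle covariate (0.01 and -0.12), the IL-17 list not with limma voom (-0.43), and the endothelial list not with the skeletal muscle covariate (-0.10).

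The lists of immune cells did not pass in camera. The medians were -0.55 for neutrophils (adjusted p = 0.312), -0.14 for macrophages (0.549), 0.03 for mast cells (0.801), -0.04 for dendritic cells (0.448) and -0.09 for T cells (0.959). For mast cells the mean change (-0.13) and the test pointed down while the median did not. The lists of blood (-1.42, adjusted p = 0.164) and of clock genes that peak by day (0.09, adjusted p = 0.198) and by night (-0.21, adjusted p = 0.312) did not pass either. The neutrophil list was called as lower without WT replicate 3 (-1.34) or KO replicate 1 (-0.78), and as higher without WT replicate 1 (0.34). The macrophage list was called as lower without WT replicate 3 (-0.38) or KO replicate 2 (-0.40). The dendritic cell list was called without WT replicate 3 (-0.18), the blood list without WT replicate 2 (-2.53) or KO replicate 3 (-2.31), and the day and night clock lists without KO replicate 1 (0.15 and -0.35). The median of the blood list was only -0.12 without WT replicate 3 and -0.24 without KO replicate 1. That of the night clock list was -0.084 without WT replicate 1 and -0.067 without KO replicate 3, and that of the day clock list was -0.024 without WT replicate 1, 0.055 without KO replicate 2 and 0.045 without KO replicate 3. With the skeletal muscle covariate the neutrophil (-1.53) and clock lists (0.21 by day, -0.47 by night) were called, and with the hair follicle covariate the blood list (-2.37) and, as higher, the neutrophil list (0.08). The IL-17 and neutrophil lists share 4 genes.

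**Figure D2:**
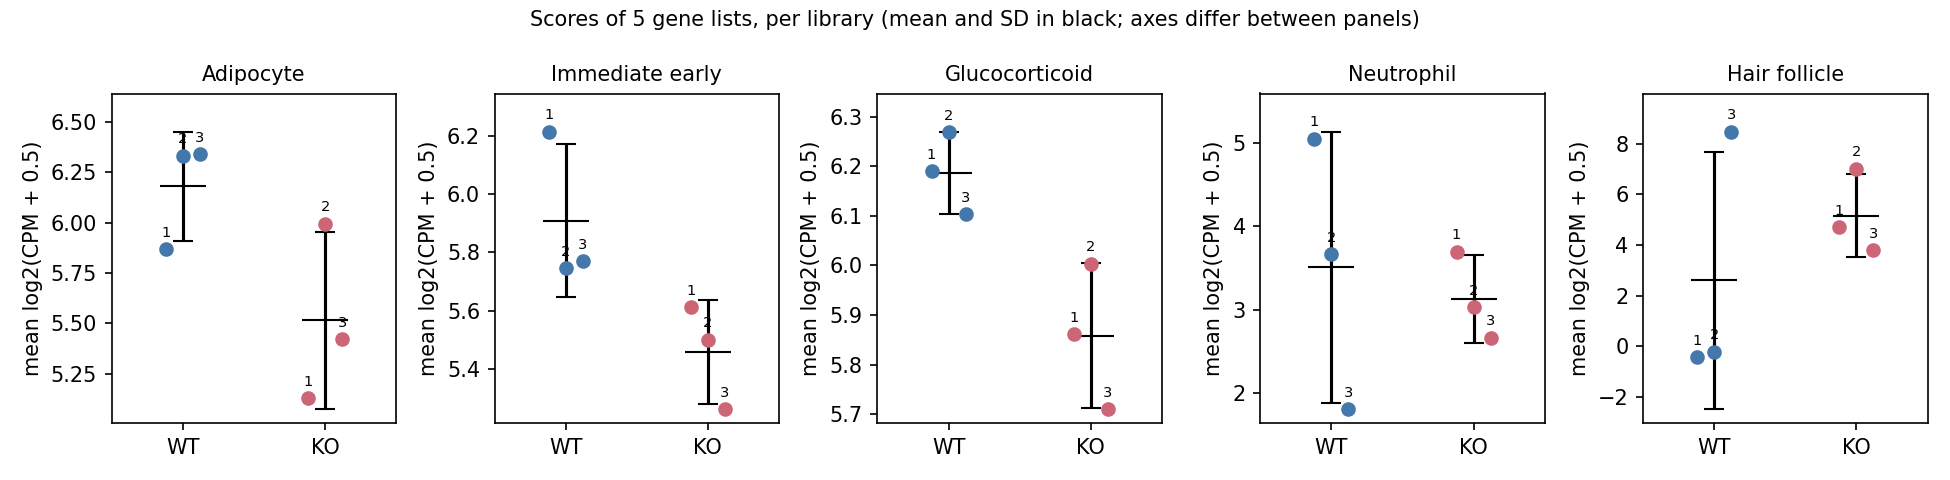
Scores of 5 gene lists (vertical axes, mean log2(CPM + 0.5) of the list's tested genes, with ranges that differ between panels) in each library, as colored points numbered by replicate, with the group mean and SD in black (n = 3 WT, n = 3 KO). The immediate early and glucocorticoid scores do not overlap between the groups, while the hair follicle score runs from -0.44 to 8.48 within WT alone.

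The libraries differed most along hair follicle genes. The first principal component held 52.9% of the variance, and 33 of its 50 leading genes were keratins or keratin-associated proteins. Hair follicle scores were -0.44, -0.22 and 8.48 in WT replicates 1, 2 and 3, and 4.71, 7.01 and 3.79 in the KO replicates. The list took 0.00143% of the reads in WT replicate 1 and 2.51% in WT replicate 3. Neutrophil scores were 5.05, 3.67 and 1.81 in the WT replicates and 3.69, 3.03 and 2.66 in the KO replicates. Differences between the group means of both scores were smaller than the spread within WT (exact permutation p = 0.4 for hair follicle and 0.8 for neutrophil).

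The null allele was made in cells of another mouse strain, so sequence linked to Adipoq could differ between WT and KO littermates. Within 10 Mb of Adipoq, 6 of 167 tested genes (3.59%) had an unadjusted p below 0.05, against 405 of 14138 elsewhere (2.86%). The odds ratio was 1.26 (Fisher's exact test, two-sided, p = 0.485). With a window of 5 Mb, 1 of 73 genes did (odds ratio 0.468), and with 20 Mb, 9 of 287 (odds ratio 1.10). Without WT replicate 3 the odds ratio for 10 Mb was 0.959. No enrichment near Adipoq was detectable.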

Values the study reported

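The study reported 266 genes with lower and 152 genes with higher expression in the skin of KO mice, from 3 mice of each genotype.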

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

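The hair follicle covariate, limma voom on recovered reads and the total without Rn45s were chosen after the data had been seen. For the counts of genes and lists, Adipoq and its neighbourhood, 153 values under an alternative kept their direction and their side of the threshold, or stayed within 1.5 times as a count. Another 35 counts moved further, 4 values no longer passed, and 4 changed direction. Among single genes and lists 742 values stayed and 45 changed direction. Of the others, which kept their direction, 16 newly passed and 29 no longer passed. Some alternatives could not change the values of lists, as stated below, so the number that stayed overstates their stability. Unless a cause is given, the cause was not tested.

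Adipoq was lower in KO under all 21 alternatives, and its adjusted p was below 0.05 in 17 of them. It was not with an ordinary linear model (log2 fold change -6.17, adjusted p = 0.965), the skeletal muscle covariate (-6.24, 0.108), limma voom (-7.88, 0.488) or without WT replicate 2. The range without a single library was -6.54 to -5.94 in limma. At these depths 3 reads stand for 0.455 to 0.881 CPM, so the size of the fold change of Adipoq in KO rests on 2 reads and on the pseudocount (-7.94 with 0.1 and -4.46 with 2). Gm12191 was higher under all 21 alternatives and passed in 18.

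At an unadjusted p below 0.05, the number of lower genes moved to 420 with array weights, 431 with the skeletal muscle covariate and 572 with the hair follicle covariate. The number of higher genes moved to 232 with quantile normalization, 237 with the skeletal muscle covariate and 299 with the hair follicle covariate. A minimum absolute log2 fold change of 1 left 50 and 25, by its construction. Leaving out a library gave 147 to 394 lower and 89 to 313 higher genes. After adjustment there were 0 lower and 0 higher genes with an ordinary linear model or the skeletal muscle covariate, 3 lower and 6 higher with the hair follicle covariate, and 0 lower with limma voom. Leaving out a library gave 0 to 2 lower and 0 to 14 higher genes after adjustment. Of the 412 genes, 332 were shared with the genes at that level under quantile normalization, 367 under median-of-ratios rescaling, 274 with the hair follicle covariate, and 185 without WT replicate 2.

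The number of genes named by the study that passed over the list alone was 6, and 0 with quantile normalization, 0 without the trend, 1 with an ordinary linear model and 3 with the hair follicle covariate. Leaving out a library gave 0 to 5. The immune panel gave 0 under all alternatives. The number of lists that passed fell from 9 to 0 with an estimated correlation and to 0 with fry. Leaving out a library gave 8 to 12.

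The replicate numbers do not pair the libraries: the correlations across genes of the deviations of same-numbered libraries from their group means were 0.376, -0.306 and -0.222. With the replicate block there were 414 lower and 177 higher genes at an unadjusted p below 0.05, 1 and 1 after adjustment, and 10 lists, the blood list being added. The block changed no other call.

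The odds ratio near Adipoq, 1.26, fell below 1 with array weights (0.933), the hair follicle covariate (0.775) and a window of 5 Mb (0.468). Without a single library it ran from 0.959 to 1.66. The exact p of Fisher's test was at least 0.112 under every alternative, so these changes of direction are of a ratio not told from 1.

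Directions of single genes and lists also changed. With a pseudocount of 0.1 Ccl3 was at 0.42, and with 2 Il6 was at -0.029. With array weights the mast cell list was at -0.11 and Il6 at -0.091. With the skeletal muscle covariate the muscle list was at 0.060, by construction, the blood list at 0.47 and Il6 at -1.36. With limma voom the mast cell list was at -0.063, Il1b at 0.42 and Ccl3 at 0.71. With the hair follicle covariate the medians were 0.075 for the neutrophil list (adjusted p = 0.0446, against 7.55e-10 to 0.906 over its alternatives), 0.042 for macrophages, -0.019 for mast cells, 0.053 for dendritic cells, 0.012 for the IL-17 response, -0.16 for the hair follicle list itself, by construction, and -0.0035 for the day clock genes. With it Il1b was at 0.94, Tnf at 0.27 and Ccl3 at 0.69.

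Leaving out a library changed further directions. The medians ran from -1.34 to 0.34 for neutrophils, -0.40 to 0.13 for macrophages, -0.19 to 0.091 for mast cells, -0.18 to 0.091 for dendritic cells, -0.12 to 0.030 for T cells, -0.91 to 0.14 for the IL-17 response, -0.34 to 0.047 for endothelium and -0.024 to 0.15 for the day clock genes. The log2 fold changes ran from -1.38 to 1.18 for Il1b, -0.27 to 0.081 for Tlr2, -0.67 to 0.42 for Tnf, -0.69 to 0.63 for Il6, -1.05 to 0.90 for Ccl3 and -0.31 to 0.046 for Tgfb1. The adipocyte, immediate early, glucocorticoid, fibroblast and keratinocyte lists kept their direction under all 22 alternatives, and passed in 20 of them. They did not pass with the estimated correlation or with fry, which allow for the correlation seen between genes. Limma without the trend and robust empirical Bayes could not change the list test or its medians. The replicate block, the estimated correlation and fry could not change the medians. Rescaling moved the median of all genes from -0.03 to 0.01 at most.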

Other observations

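The tests with the hair follicle covariate and those of the hair follicle, neutrophil and adipocyte lists, of Gm12191, of the Tmem254 and Plac9 copies and of Lars2 were chosen only after the result was seen, while those of the other splits, of the variance moderation and of neighbouring genes were chosen before.

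The 6 libraries can be split into 3 and 3 in 10 ways. As many genes as the 412 at an unadjusted p below 0.05 came from 8 of the 10 splits, the real one included, and the other splits gave 208 to 1273 genes. At least as many genes after adjustment (2) came from 1 of the 10, the real one. At least as many gene lists (9) came from 2 of the 10, the real one included. The other splits gave 4 to 12 lists, so lists were called at the preset correlation under every grouping. The real split therefore did not stand out by its unadjusted count or by its number of lists. For the count after adjustment, its share of 0.1 is the smallest that 10 splits allow, so chance cannot be excluded. This limit lies in the number of splits and does not bear on the loss of Adipoq, the targeted gene (740 reads in WT and 2 in KO).

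Fewer genes (2.88%) reached an unadjusted p below 0.05 than the 4.58% to 4.80% of unchanged genes in the simulated data. The simulated genes varied independently, however, and in the other splits of the 6 libraries this share ran from 1.45% to 8.90%. The value of 2.88% lies within that range, so it may need no cause. With an ordinary linear model the share was 3.73%, still below 5%, which argues against the moderation of the variances as the whole cause. With the hair follicle score as a covariate the share was 6.09%, above 5%. Variation of hair follicle content within the groups may therefore widen the spread against which WT and KO are compared. The skeletal muscle covariate gave 4.67% and leaving out WT replicate 3 gave 4.96%. The hair follicle covariate leaves 1 residual degree of freedom fewer, and the genes it adds were not checked in other libraries.

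The hair follicle list differed far more within WT than between the groups. WT replicate 3 held 2585 times as many reads of the list as WT replicate 1, against a depth ratio of 1.47, which argues against depth. Adipoq was at 49.6 CPM in WT replicate 3, which argues against a mislabelled KO library. The median of all genes differed by 0.019 on the log2 scale between these libraries, against 9.22 for the median of the list, which argues against a few genes displacing the rest. The phase of hair growth or the place of the punch could differ between mice, which stays open, as the labels give neither and no biological explanation was tested.

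The neutrophil list differed within WT as well (5.05, 3.67 and 1.81). The hair follicle list took 2.51% of the reads in WT replicate 3, the library with the lowest neutrophil score, too small a share to dilute the other genes. How much the distance of each punch from the attached tick may contribute was not tested. The median change of the list in KO was 0.34 without WT replicate 1 and -1.34 without WT replicate 3.

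Gm12191 had nearly equal values within each group. Its sum with Rpl30 was 55.7, 57.2 and 59.8 CPM in WT and 171, 147 and 167 CPM in KO (log2 fold change 1.48, SE 0.10, limma adjusted p = 0.00539), which argues against a different division of reads between these genes. The log2 fold change of the sum was 1.44 to 1.55 without a single library, with an adjusted p of 0.0871 without WT replicate 2, 0.0733 without KO replicate 1 and 0.107 without KO replicate 3. Rpl30 itself had an unadjusted p of 0.0278 (0.50) and, as it overlaps Gm12191, was left out of the count of neighbours. Within 1 Mb, 3 of the 10 remaining tested genes (30%) had an unadjusted p below 0.05, against 2.86% elsewhere (Fisher's exact test, two-sided, p = 0.00245): Rida (-1.08), Osr2 (-1.11) and Vps13b (0.23), all chosen after their values were seen. The value of Rida had prompted the test, and without Rida it was 2 of 9 genes (Fisher's exact test, two-sided, p = 0.0259). Without a single library Rida kept an unadjusted p below 0.05, while that of Osr2 was 0.0666 without WT replicate 1 and 0.0581 without KO replicate 1, and that of Vps13b was 0.0557 to 0.131 except without WT replicate 1 (0.0417). Around 372 other called genes with at least 5 tested neighbours, 4 (1.08%) had as large a share, and 0 of the other 9 splits gave as many genes in this window. A segment of another strain on chromosome 15 that differs between the WT and KO mice is a candidate explanation, since the mice had a mixed background. It cannot be told apart from chance here, because the strain of each library is not known, the window was chosen because of Gm12191, and none of the 3 genes passed the adjustment. Reads from a copy of Rpl30 elsewhere in the genome also stay open. An effect of adiponectin on the gene was not tested apart from these.

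The genes lower in KO included Tmem254b and the pair Gm9780 and Plac9b, which lie among copies on chromosome 14. The summed value of Tmem254a, Tmem254b and Tmem254c was 164, 151 and 161 CPM in WT and 50.1, 102 and 47.3 CPM in KO (log2 fold change -1.34, SE 0.27, limma adjusted p = 0.998). That of Plac9a, Plac9b and Gm9780 was 57.6, 71.8 and 65.3 CPM in WT and 10.6, 32.8 and 13.8 CPM in KO (-1.90, SE 0.37, limma adjusted p = 0.998). Each sum was lower in all 3 KO libraries than in any WT library, which argues against a different division of reads among the copies. Neither sum passed the adjustment on all 6 libraries, and both passed without KO replicate 2 (-1.69, adjusted p = 0.0108, and -2.37, adjusted p = 0.0237). A difference in the number of copies between the mice was not tested. Tmem254a, Tmem254c and Plac9a were chosen after their values were seen.

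Whether the called genes lie near each other was also tested, with a negative result. There were 133 pairs of called genes under 1 Mb apart whose spans did not overlap, against a mean of 145 in 1000 random placements among tested genes, and 789 placements had at least as many. In 9 of the 10 splits, the real one included, the ratio of observed to random pairs was as large as the 0.916 of the real split, and the highest was 5.96. With no excess of pairs, a shared regulation of neighbours has nothing to explain here.

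The adipocyte list was lower in KO although it does not hold Adipoq. With the skeletal muscle score as a covariate its median was -0.65 (adjusted p = 2.96e-07, against 8.35e-23 to 0.381 over its alternatives), close to the -0.70 without it. This argues against less deep tissue, fat together with muscle, as the whole cause. A lower share of fat in the KO punches alone, or lower expression per fat cell, stays open and was not tested. With an estimated correlation the adjusted p was 0.291. The exact permutation p was 0.2, but with 3 against 3 libraries it cannot fall below 0.1, so it cannot exclude chance.

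Lars2 (chromosome 9, 123366927 to 123462675), chosen after its values were seen, was at 1549, 298 and 151 CPM in WT and 91.6, 74.8 and 59.3 CPM in KO (limma adjusted p = 0.998). Its log2 fold change was -2.46 (SE 0.73), and -1.51 (SE 0.30) without WT replicate 1. Rn45s was not lower in KO (0.20, SE 0.35), and its highest library was 1.43 times its lowest, against 26.1 times for Lars2. This argues against ribosomal RNA reads counted at Lars2 in proportion to Rn45s as the cause, although Lars2 rose with Rn45s in 4 of the 6 pairs of libraries of the same group. Ribosomal RNA fragments that are not counted at Rn45s stay open and were not tested, as does an effect of the genotype, since the difference did not pass the adjustment.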
